A study of Mus musculus with 3 samples. Its data were reported in "Loss of Notch signaling in skeletal stem cells enhances bone formation with aging" (2023).

How the data were processed

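Single-cell RNA sequencing of hindlimb bone and bone marrow was analysed for 3 libraries, 1 per group (young control, middle-aged control, middle-aged cKO), with 5 mice pooled per library per the labels. The authors deposited raw UMI counts per gene and cell barcode from Cell Ranger 6.0.1, per the file headers, for the cells that Cell Ranger had called. No normalization had been applied. The labels name droplet libraries of the 3′ end of transcripts. The genome build and gene annotation of these counts are not stated, and gene positions were taken from GENCODE M21 on GRCm38. The tables list 32285 genes, of which 19879, 18730 and 18997 had at least 1 UMI.

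Cells with fewer than 100 genes or more than 30% mitochondrial UMIs were removed, following the study's filter, which left out 134, 178 and 33 cells. Counts were log-normalized and integrated across libraries by anchors (canonical correlation) with Seurat 5.3.0 (SeuratObject 5.2.0, R 4.3.3). Of 2000 variable genes, 1949 remained after the genes of the outcome lists were left out, so that the clusters were not formed from the outcomes. The cells were clustered with 30 principal components, 20 neighbours and a resolution of 0.8, which gave 29 clusters. The 2 clusters whose best scores were for stromal or endothelial classes, with 1877 cells, were clustered again at the same resolution and gave 12 clusters.

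Classes were named by a score of markers for 21 classes, fixed in advance. A marker counted as raised when it had at least 10 UMIs in a cluster and its level was at least 2 times the mean of the other clusters, after adding 20 counts-per-million (CPM). A name needed at least 3 raised markers of its class, and among such classes the one with the highest mean log2 ratio was taken. A cluster was left unnamed where its 10 leading genes held more markers of another class, or at least 2 and as many of a class of another compartment, such as blood and stroma. Clusters of low depth with no leading marker were left unnamed too. Hematopoietic was the union of 11 blood classes and stromal the union of 5 classes, SSPC-like, early OLC-like, late OLC-like, chondrocyte-like and mural-like. Doublets were scored in each library with Scrublet as run by scanpy 1.11.5. They were kept in the main values and removed in an alternative.

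Raw UMIs were summed over the cells of a class in each library and divided by all UMIs of those cells to give CPM. Ratios compared these sums between libraries, with exact conditional binomial 95% intervals. Levels were given exact Poisson intervals, and shares of cells exact binomial (Clopper-Pearson) intervals. A count of 0 was set against a floor of 3 counts. Total UMIs per library ranged from 24076913 to 32318794, and SSPC-like cells gave 32232 to 48087 UMIs per library, so 3 UMIs there corresponded to 62.4 to 93.1 CPM. The comparisons were middle-aged control over young control and middle-aged cKO over middle-aged control. The libraries were single, so cells were not treated as replicates and no test between groups was made.

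Gene lists were fixed by hand. They held 20 Notch pathway genes, 32 hallmark Notch genes, 8 adipogenic, 3 anti-osteogenic and 9 osteogenic genes, and 18 dissociation response genes. Further lists held 2 X inactivation genes and 4 Y-linked genes, 15 hindlimb position genes, 10 visceral mesenchyme genes and 18 pancreatic acinar genes. For a list, UMIs of all members were summed, and the median log2 ratio of members with at least 10 UMIs over both libraries was placed among 10000 random lists, each member drawn from the 100 genes nearest in mean level. Single genes outside the lists were named by a rule set in advance. Among genes with at least 30 UMIs over both libraries, without mitochondrial, ribosomal protein and hemoglobin genes, the 5 highest and 5 lowest by the interval bound nearest to a ratio of 1 were named for each comparison. Gene values were also computed without the cell that held most of their UMIs.

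The comparisons, outcome lists, marker genes, naming rule for genes and first set of alternatives were chosen before the data were examined. These alternatives were no integration, a filter of at least 500 genes and at most 10% mitochondrial UMIs, removal of Scrublet doublets, stromal resolutions of 0.4 and 1.2, outcome genes kept among the clustering features, UMIs without mitochondrial, ribosomal protein and hemoglobin genes, the mean of cell fractions in place of summed UMIs, and cells thinned to 1000 UMIs. Thinning left out 6476, 1290 and 1074 cells with fewer UMIs, 19, 1 and 5 of them SSPC-like. Alternatives added after seeing the data divided the chondrocyte-like cluster again with 20 principal components, left out stromal clusters with over 90% young cells, or left out epithelial-like and acinar-like cells from the total.

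The interval and ranking steps were tested on simulated data, with 200 of the 32285 genes changed 4-fold at the depth of the SSPC-like cells. The changed genes were drawn from those with at least 10 UMIs over both libraries. The intervals held the true ratio for 96.7% and 96.9% of the genes tested in the 2 comparisons, and the 5 highest and 5 lowest genes were all truly changed. Intervals excluded 1 for 141 and 137 of the 200 changed genes, and for 3.47% and 2.84% of unchanged genes. A raised list of 20 genes reached percentile 100 in both. The simulated counts were Poisson counts of whole classes, without UMIs gathered in single cells. The test therefore does not cover intervals or ranks that rest on 1 cell, as for Fbxw2. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Bulk RNA and chromatin data of the study were not analysed here.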

Results

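Single-cell RNA sequencing was carried out on bone and bone marrow of mouse hindlimbs, with 1 library in each of 3 groups. The groups were young control mice, middle-aged control mice and middle-aged conditional knockout (cKO) mice, and per the labels each library pooled 5 mice. Control mice carried floxed Ncstn alleles (Ncstnfl/fl), which Cre recombinase can delete. The cKO mice also carried LeprCre, a Cre recombinase driven from the leptin receptor gene. Ncstn encodes nicastrin, a subunit of γ-secretase, the enzyme complex that cleaves Notch receptors and so switches on Notch signaling. Lepr marks skeletal stem and progenitor cells (SSPCs) of the marrow, from which osteo-lineage cells (OLCs) and marrow adipocytes arise. Sorted blood and endothelial cells were mixed with sorted stromal cells at a 1:1 ratio before loading.

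The deposited tables held 15366 cells for the young control, 9020 for the middle-aged control and 9472 for the middle-aged cKO. Their unique molecular identifier (UMI) counts, which count RNA molecules, totalled 24076913, 31854144 and 32318794. After filtering, 15232, 8842 and 9439 cells were kept. A kept cell had a median of 1142 UMIs in the young control, 2604 in the middle-aged control and 2514 in the middle-aged cKO. With 1 library per group there was no measure of the variation between mice or libraries, so no test between groups was made. Intervals in parentheses are 95% intervals and cover counting error only. Limits given for counts of 0 rest on the floor of 3 counts, which lies below the upper bound of such an interval. They too cover counting error only.

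Cells were assigned to classes by clustering and marker genes fixed in advance, and each class carries the ending "-like" because the names rest on RNA alone. The names were rebuilt from the counts, so a difference from the study's own clusters may come from the naming. SSPC-like cells numbered 36 in the young control, 27 in the middle-aged control and 17 in the middle-aged cKO, with median UMIs of 960, 1652 and 1687. Together they gave 39670, 48087 and 32232 UMIs, and every expression ratio for SSPC-like cells rests on these totals.

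The first comparison concerned the deleted gene. Ncstn (ENSMUSG00000003458) lies on chromosome 1 at 172066013 to 172082795 on the minus strand of GRCm38. Middle-aged control SSPC-like cells held 7 Ncstn UMIs, or 146 counts-per-million of all UMIs of these cells (CPM, 58.5 to 300). Middle-aged cKO SSPC-like cells held 0 of 32232 UMIs, which allows up to 93.1 CPM, so against the floor of 3 counts the level was at least 1.56-fold lower in the cKO, if the control count is taken as exact. With the counting error of both groups no difference was detectable, since the interval of the ratio, cKO over control, ran from 0 to 1.04 and included 1. The alternative that moved it most thinned each cell to 1000 UMIs, which left 4 UMIs against 0 and an upper bound of 3.28. Young SSPC-like cells held 2 Ncstn UMIs, or 50.4 CPM (6.11 to 182). Hematopoietic cells, which are not the target of LeprCre, held 472 Ncstn UMIs in the cKO and 521 in the middle-aged control, a ratio of 0.896 (0.789 to 1.02). Chondrocyte-like cells of the cKO held 9 Ncstn UMIs, or 46.6 CPM (21.3 to 88.5). Those of the middle-aged control held 3, or 182 CPM (37.6 to 533), and those of the young control 8, or 36.5 CPM (15.8 to 71.9). These intervals overlap, so the cKO level in this class cannot be read as retained or lowered. A count from the 3′ end does not show which exons a transcript holds, and which exons were deleted was not analysed here.

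The next comparison asked how the make-up of the libraries differed between the groups. Sorted fractions were mixed at a 1:1 ratio before loading. A share of all cells therefore depends on sorting and mixing and does not measure the make-up of the tissue. Stromal-like cells made up 4.10% of all kept cells in the young control (625 cells, 3.79 to 4.43), 0.498% in the middle-aged control (44 cells, 0.362 to 0.667) and 1.13% in the middle-aged cKO (107 cells, 0.930 to 1.37). The middle-aged control share was 0.121 of the young one (0.0872 to 0.165), and the cKO share was 2.28 times the control share (1.59 to 3.31). The alternative that moved a stromal share most left out the 2 stromal clusters with more than 90% young cells, which took the young share to 0.775%. Hematopoietic cells made up 56.8% (56.0 to 57.6), 98% (97.6 to 98.2) and 97.4% (97.0 to 97.7) of cells in the same order. The young total included 5620 epithelial-like and 39 acinar-like cells, which lowers all other young shares of all cells. Doublets called by Scrublet numbered 250, 231 and 241 and were kept in the main values.

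**Figure D1:**
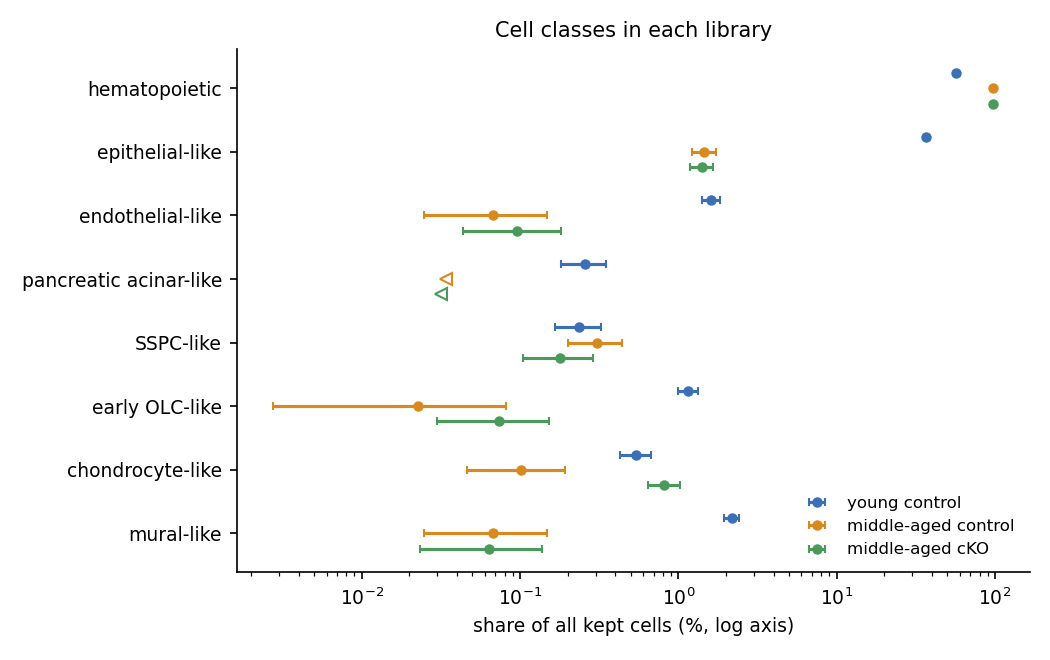
Share of all kept cells (percent, log axis) in each cell class, with points for the 3 libraries and bars for exact binomial 95% intervals, and open arrowheads for the limit that a count of 0 allows. Epithelial-like cells took 36.9% of the young control library and 1.46% and 1.41% of the middle-aged libraries.

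SSPC-like cells were 0.236% of all cells in the young control (0.166 to 0.327), 0.305% in the middle-aged control (0.201 to 0.444) and 0.180% in the middle-aged cKO (0.105 to 0.288). The ratio of these shares was 1.29 for middle-aged over young (0.754 to 2.19) and 0.590 for cKO over control (0.302 to 1.12). Neither difference was detectable at this depth. With epithelial-like and acinar-like cells left out of the total, the young share would be higher and the age ratio lower. That ratio was not computed, so its direction stays open. As a share of stromal-like cells they were 5.76% (4.07 to 7.89) of 625, 61.4% (45.5 to 75.6) of 44 and 15.9% (9.54 to 24.2) of 107. These denominators differed in make-up, since mural-like cells were 53.0% of the young stromal-like cells and chondrocyte-like cells were 72.0% of the cKO ones. A lower stromal clustering resolution of 0.4 moved the stromal share most, to 11.4% in the middle-aged control and 0% in the cKO, because 22 and 17 of these cells then fell into the mural-like cluster.

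Early OLC-like cells, named from markers such as Pdgfra, Ly6a and Cd34, numbered 176, 2 and 7 in the young control, middle-aged control and middle-aged cKO. They were 28.2% (24.7 to 31.9), 4.55% (0.555 to 15.5) and 6.54% (2.67 to 13) of stromal-like cells, and 1.16%, 0.0226% and 0.0742% of all cells. Young cells made up 95.1% of the early OLC-like cluster and 96.5% of the mural-like cluster, so these clusters may represent the young library rather than a cell type. Keeping the outcome genes among the clustering features moved the share most, to 78.6% of stromal-like cells in the cKO, where 73 of the 77 chondrocyte-like cells took this name. Without integration, 296 of the 331 young mural-like cells were named early OLC-like, so the names of these clusters depended on the processing. No cluster was named late OLC-like (0 of 625, 44 and 107 stromal-like cells). Counting error alone would allow shares of up to 0.48%, 6.82% and 2.80%. The 0 came from the naming of clusters, so these limits do not bound the share of such cells. Dividing the chondrocyte-like cluster again gave late OLC-like cells a young share of 4.80% and named 37 of its 77 cKO cells early OLC-like. The 4 parts divided by library, as 2 held 50 and 30 young cells and none of the others, and the other 2 held 2, 7 and 40 and 0, 2 and 37 cells of the young control, middle-aged control and cKO. Chondrocyte-like cells numbered 82, 9 and 77, or 0.538%, 0.102% and 0.816% of all cells. Their share of all cells was 8.01 times higher in the cKO than in the middle-aged control (4.01 to 18.2) and 0.189 of the young share in the middle-aged control (0.0835 to 0.377). Because of that division, the age comparison sets largely different groups of cells side by side under 1 name. The counts of 9 and 77 also depended on the processing. All of these cells kept the name at both other stromal resolutions, but only 5 and 32 did without integration. With outcome genes kept among the clustering features, all 9 control and 73 of the 77 cKO cells were named early OLC-like. A further stromal cluster had leading genes of both stromal and blood cells and was left unnamed, with 55 young cells (0.361% of all cells), 2 middle-aged control cells (0.0226%) and 1 cKO cell (0.0106%).

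Notch genes were compared because the study asked whether Notch signaling in SSPCs changes with age. A list of 20 Notch pathway genes gave 102 UMIs in middle-aged control and 112 in young SSPC-like cells, a ratio of 0.751 (0.569 to 0.991). This direction depended on the clustering, as the ratio was 1.08 at a stromal resolution of 0.4 and 1.29 at a resolution of 1.2, where 65 young cells of the mural-like cluster joined the SSPC-like cells. The median log2 ratio of the 6 members with enough UMIs was -0.37, which lay at percentile 13 among 10000 random lists of like expression, a description of these libraries and not a test. Hes1 (ENSMUSG00000022528, chromosome 16) had a ratio of 1.02 (0.611 to 1.73), and without it the list's ratio was 0.656. Notch2 had a ratio of 0.442 (0.219 to 0.856), or 0.546 (0.264 to 1.10) without the young cell that held most of its UMIs. The hallmark Notch list of 32 genes, 11 of them shared with the pathway list, gave 167 UMIs against 159 and a ratio of 0.866 (0.693 to 1.08), with a median log2 ratio of -0.06 at percentile 31.1. The hallmark ratio was 1.02 at resolution 0.4 and 1.31 at resolution 1.2. In hematopoietic cells the hallmark ratio was 0.883 (0.867 to 0.90), and thinning moved it most, to 0.922.

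In the comparison of genotypes, the Notch pathway list gave 48 UMIs in cKO and 102 in middle-aged control SSPC-like cells, a ratio of 0.702 (0.487 to 0.999). The median log2 ratio of its 4 members with enough UMIs was -0.29 at percentile 32.3. Hes1 fell from 36 UMIs to 9, a ratio of 0.373 (0.158 to 0.789), and without Hes1 the list's ratio was 0.882 (0.578 to 1.33). The dissociation response list was also lower in these cells, at 0.398 (0.350 to 0.451). Whether Hes1 followed that response or the deletion was not tested. The hallmark Notch list gave 103 UMIs against 167, a ratio of 0.920 (0.713 to 1.18), with a median of 0.03 at percentile 61.7, and thinning to 1000 UMIs took this ratio to 1.2. Its ratio in hematopoietic cells was 1.03 (1.01 to 1.04). In chondrocyte-like cells, where the middle-aged control had only 9 cells and young cells mostly formed parts of their own, the pathway list's ratio was 1.88 (1.25 to 2.74) for age and 0.519 (0.354 to 0.786) for genotype.

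**Figure D2:**
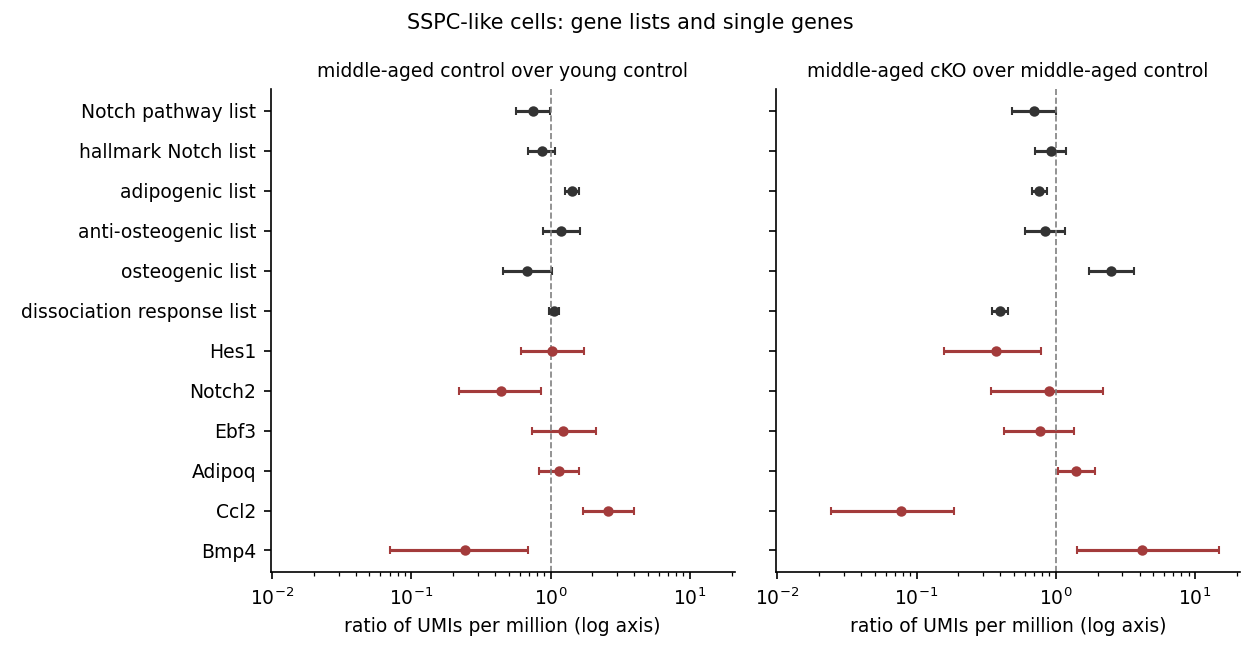
Ratio of CPM (log axis) in SSPC-like cells for 6 gene lists (black) and 6 single genes (red), with 95% counting intervals as bars and a dashed line at 1. The left panel sets middle-aged control over young control and the right panel sets cKO over middle-aged control, where the osteogenic list had a ratio of 2.51 and the dissociation response list one of 0.398.

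Lists of adipogenic, anti-osteogenic and osteogenic genes addressed the balance between fat and bone fates. The study named these genes from the same libraries, so their direction here is not independent evidence. The 8 adipogenic genes gave 794 UMIs in middle-aged control and 460 in young SSPC-like cells, a ratio of 1.42 (1.27 to 1.60). All 7 members with enough UMIs were higher, with a median log2 ratio of 0.37 at percentile 96.5, but Ccl2 only through 1 control cell with 67 of its 97 UMIs, since without that cell its ratio went from 2.58 to 0.827 (0.484 to 1.41). Without the control cell that held the most list UMIs the ratio was 1.30 (1.16 to 1.47), and resolution 1.2 moved it most, to 2.73. The 3 anti-osteogenic genes had a ratio of 1.19 (0.883 to 1.62) at percentile 76.1, and 1.10 (0.809 to 1.51) without the control cell that held most of their UMIs. Without Socs3, the most counted of them at a ratio of 0.902 (0.583 to 1.40), the list's ratio was 1.57 (1.02 to 2.48). Chrdl1 had a ratio of 1.72 (1.03 to 2.97), or 1.54 (0.904 to 2.69) without the control cell that held most of its UMIs. The 9 osteogenic genes gave 47 UMIs against 57, a ratio of 0.680 (0.452 to 1.02), with a median of -1.12 over 4 members at percentile 0.66. Without the control cell that held most of these UMIs the ratio was 0.553 (0.354 to 0.854), and resolution 0.4 moved it most, to 0.108. Bmp4 had a ratio of 0.243 (0.0700 to 0.685), from 5 UMIs against 17.

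For cKO over middle-aged control, the adipogenic list gave 406 UMIs against 794 and a ratio of 0.763 (0.675 to 0.861), with a median log2 ratio of -0.28 over 7 members at percentile 36.2. Clustering without integration moved it most, to 0.909. Members went both ways, as Ccl2 had a ratio of 0.0769 (0.0244 to 0.186), Junb 0.497 (0.331 to 0.731), Cebpb 0.597 (0.377 to 0.923) and Adipoq 1.41 (1.03 to 1.92). Of the 97 Ccl2 UMIs in the control, 67 lay in 1 cell, and without it the ratio was 0.24 (0.0727 to 0.625). In the cKO 1 cell held 23 of the 36 Junb UMIs and 1 cell held 17 of the 30 Cebpb UMIs, and without that cell the ratios were 0.225 (0.116 to 0.401) and 0.285 (0.145 to 0.517). Without the cell with most Adipoq UMIs the Adipoq ratio was 1.14 (0.812 to 1.59). The anti-osteogenic list had a ratio of 0.841 (0.606 to 1.16) at percentile 56.2, which was 0.628 (0.421 to 0.919) without the cKO cell that held most of its UMIs. The osteogenic list gave 79 UMIs in the cKO against 47, a ratio of 2.51 (1.73 to 3.68), and all 6 members with enough UMIs were higher, with a median of 1.26 at percentile 99.7. Ncam1 gave 15 UMIs against 3, a ratio of 7.46 (2.11 to 40.2), and Bmp4 gave 14 UMIs against 5, a ratio of 4.18 (1.42 to 14.8). Col1a1 had a ratio of 1.05 (0.459 to 2.34), and without it the list's ratio was 3.33.

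A list of 18 genes that respond to tissue dissociation was measured beside these lists. In SSPC-like cells its ratio was 1.06 (0.972 to 1.16) for age, at percentile 81.7. For genotype it was 0.398 (0.350 to 0.451), from 313 UMIs against 1173, and its median log2 ratio of -1.46 lay below those of all 10000 random lists. Without the cKO cell that held 195 of the 313 UMIs this ratio was 0.188 (0.154 to 0.227). In hematopoietic cells the list's ratio was 0.875 for age and 0.951 (0.943 to 0.958) for genotype.

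Ebf3 (ENSMUSG00000010476, chromosome 7, 137193673 to 137314445, minus strand), a transcription factor gene that the study placed downstream of Notch, was counted next. SSPC-like cells held 26 UMIs in the young control, 39 in the middle-aged control and 20 in the cKO, or 655 (428 to 960), 811 (577 to 1109) and 621 (379 to 958) CPM. The ratio was 1.24 (0.734 to 2.12) for age and 0.765 (0.423 to 1.34) for genotype, so no difference was detectable at this depth. The age ratio moved most with the stromal resolution, to 0.424 at 0.4 and 2.87 at 1.2, and without integration the ratios were 0.930 and 1.02. A UMI was seen in 47.2%, 77.8% and 64.7% of SSPC-like cells at median depths of 960, 1652 and 1687 UMIs, against 0.0116%, 0% and 0.0109% of hematopoietic cells at median depths of 1151, 2590 and 2495 UMIs.

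Dll4, which encodes a Notch ligand, was counted in endothelial-like cells (ENSMUSG00000027314, chromosome 2). These numbered 246 in the young control, 6 in the middle-aged control and 9 in the cKO and held 2, 1 and 1 Dll4 UMIs, or 10.2, 122 and 84.4 CPM. Both groups of each comparison were at or under the floor of 3 counts, so no fold change is given. From their epithelial marker UMIs, 58.6% (53.3 to 64.4) of the UMIs of young endothelial-like cells were of epithelial-like origin.

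Beyond the listed genes, a fixed rule ranked single genes in SSPC-like cells, 361 for age and 306 for genotype. The 5 ranked highest for middle-aged over young were Cxcl10, Iigp1, Errfi1, Adamts1 and Mdk, with ratios from 3.11 for Adamts1 (1.80 to 5.66) to 6.84 for Cxcl10 (3.12 to 17.8). Of the 58 middle-aged Cxcl10 UMIs, 21 lay in 1 cell, and without it the ratio was 4.52. The 5 ranked lowest were S100a9, S100a8, Cxcl2, Retnlg and Gadd45g. S100a9 gave 17 UMIs against 485, a ratio of 0.0289 (0.0167 to 0.0468), but 1 young cell held 232 of them and S100a9 reached 239119 CPM in young neutrophil-like cells. S100a8 had a ratio of 0.0461 and Retnlg one of 0.0266 (0.000653 to 0.160), with 153 and 19 young UMIs in a single cell. Cxcl2 gave 0 UMIs against 30, a ratio of 0 (0 to 0.108). Against the floor it was at least 12.1-fold lower only if the young count is taken as exact, and the interval allows a smaller difference. However, 26 of the 30 lay in 1 young cell, and without that cell the interval ran from 0 to 1.2 and included 1. Gadd45g had a ratio of 0.441 (0.254 to 0.749), which was 0.599 (0.333 to 1.06) without 1 young cell and 1.16 at stromal resolution 1.2.

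The 5 ranked highest for cKO over middle-aged control were Fbxw2, Limch1, Lifr, Gm42418 and Col8a1. Fbxw2 (ENSMUSG00000035949, chromosome 2) gave 61 UMIs against 1, a ratio of 91.0 (15.7 to 3653), with all 61 in 1 cKO cell. The other ratios ran from 2.58 for Gm42418 (2.20 to 3.03) to 13.4 for Limch1 (4.13 to 69.2), with 4.66 for Lifr and 4.05 for Col8a1. The 5 ranked lowest were Ccl2, Mgp, Txn1, Fosb and Egr1. Mgp gave 39 UMIs against 254, a ratio of 0.229 (0.159 to 0.322), Txn1 had a ratio of 0.154 (0.0544 to 0.357) and Fosb one of 0.245 (0.163 to 0.357). Egr1 had a ratio of 0.282 (0.194 to 0.401), and without the cKO cell that held 28 of its 38 UMIs the ratio was 0.0929. Fosb and Egr1 belong to the dissociation response list.

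Epithelial-like cells, named from keratin genes and related markers, are not part of bone or marrow and were set apart from stroma. They made up 36.9% of young control cells (5620 cells, 36.1 to 37.7), 1.46% of middle-aged control cells (129 cells, 1.22 to 1.73) and 1.41% of cKO cells (133 cells, 1.18 to 1.67). Clustering without integration moved the middle-aged shares most, to 0.0565% and 0.0636%. The middle-aged cells of this class held epithelial marker genes at 8.30 and 9.24 CPM, against 3782 CPM in the young ones. Pancreatic acinar-like cells numbered 39 in the young control, 0.256% of its cells (0.182 to 0.350). The middle-aged control had 0 of 8842 cells, which allows a share of up to 0.0339%, and the cKO had 0 of 9439 cells, which allows up to 0.0318%.

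Genes that mark the position of a cell along the body were counted in the young control. A list of 15 hindlimb position genes gave 151 CPM (107 to 206) in the SSPC-like and chondrocyte-like cells as a set and 25.5 CPM (12.8 to 45.7) in the early OLC-like and mural-like cells as a set. Of the former, chondrocyte-like cells held 36 of the 39 UMIs, at 164 CPM (115 to 227), while SSPC-like cells alone held 3 UMIs, or 75.6 CPM (15.6 to 221), an interval that overlaps that of the latter. A list of 10 visceral mesenchyme genes gave 23.2 CPM (8.51 to 50.5) in the former and 223 CPM (181 to 272) in the latter.

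**Figure D3:**
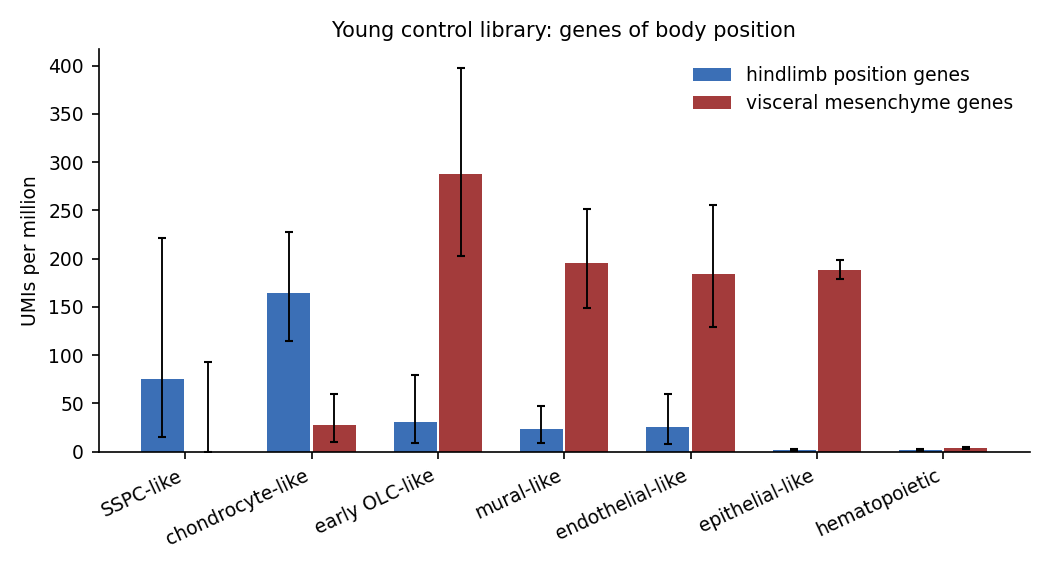
CPM of hindlimb position genes (blue) and visceral mesenchyme genes (red) in cell classes of the young control library, with Poisson 95% intervals as bars. Visceral mesenchyme genes reached 189 CPM in epithelial-like cells and 3.85 in hematopoietic cells.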

Values the study reported

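The study reported 15 225 young cells and 8 831 middle-aged control cells in its comparison of ages. It reported 9 439 cells for the middle-aged knockout. Of the 24 clusters in its comparison of ages, the study classed 2 as stromal or osteolineage and the other 22 as hematopoietic or endothelial.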

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

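The tests of mixed tissue, of cells of other animals and of hindlimb origin in this part were chosen only after the result was seen, while the test of free epithelial RNA was chosen before it.

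A signal in cells that no comparison of the study covers was seen in the young control library, which held 39 pancreatic acinar-like cells among 15232 cells. The 18 acinar genes reached 327418 CPM in these cells, although 9 of the 18 were also the markers that named the class. The middle-aged libraries held 0 such cells, which allows shares of up to 0.0339% and 0.0318%. They also held 0 without integration and with outcome genes kept among the clustering features, where the young control library held 61 and 60. The same library held 5620 epithelial-like cells, against 129 and 133 in the middle-aged control and cKO, and without integration the numbers were 5875, 5 and 6. A candidate source of the epithelial-like cells is pancreatic tissue mixed into the young control library, since 16.3% (15.3 to 17.3) of them held an acinar UMI, against 1.23% (0.992 to 1.50) of young hematopoietic cells of clusters that all libraries shared and 1.69% (0.206 to 5.99) of young SSPC-like and chondrocyte-like cells. Free RNA spread evenly over the library would have reached these classes too. Ctrb1 was the most counted of these genes, with 1112 UMIs in young epithelial-like cells and 0 in those of both middle-aged libraries, where Cela1 gave 23 of 24 and 5 of 7 list UMIs. The Y-linked part of sex-linked UMIs, taken as Ddx3y, Eif2s3y, Kdm5d and Uty over these and Xist and Tsix, was 57.1% (53.5 to 60.5) in young epithelial-like cells and 17.5% (16.3 to 18.7) in young hematopoietic cells. Cells of other animals and cells of the same pooled mice cannot be told apart by this value, since this part ran from 3.17% to 80.2% over 14 young blood clusters. Whose tissue it was thus stays open, and so does age, which no test here separates from the library. No biological explanation for these cells was tested.

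A second signal was the visceral mesenchyme list in young early OLC-like and mural-like cells, at 223 CPM (181 to 272). The list's value was 23.2 CPM in young SSPC-like and chondrocyte-like cells, where Barx1 was the 1 list gene of 10 with a UMI, and 1.19 CPM in young hematopoietic cells of clusters that all libraries shared. Gata6 was the most counted gene at 83.6 CPM, followed by Wt1 at 58.1 CPM, Msln at 34.8 CPM and Barx1 at 23.2 CPM. Free RNA of the epithelial-like cells was argued against, because by their epithelial markers 8.23% (6.90 to 9.75) of the UMIs in these cells came from there, and epithelial-like cells held Wt1 at only 0.383 CPM and Barx1 at 0.

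Hindlimb position genes gave 25.5 CPM in these fibroblast-like cells against 151 CPM in young SSPC-like and chondrocyte-like cells, where 8 of the 15 list genes had a UMI, a ratio of 0.170. Most of that reference was chondrocyte-like, at 164 CPM (115 to 227), and the 75.6 CPM (15.6 to 221) of SSPC-like cells alone overlap the 12.8 to 45.7 of the fibroblast-like cells. These genes therefore decide nothing between hindlimb cells and cells of another tissue. An acinar UMI was seen in 15.6% (12.5 to 19.0) of the fibroblast-like cells, close to the part in epithelial-like cells. It was above the 1.69% (0.206 to 5.99) of young SSPC-like and chondrocyte-like cells as a set. SSPC-like cells alone were at 2.78% (0.0703 to 14.5), which overlaps the interval of the fibroblast-like cells. In the fibroblast-like cells acinar genes gave 550 CPM (483 to 625), with 127 of the 237 UMIs in 3 cells. They gave 7.73 CPM (0.936 to 27.9) in that set and 25.2 CPM (0.638 to 140) in SSPC-like cells alone. Hindlimb periosteal cells lost with age would have been prepared with the other young stroma. These values speak against them as the whole source only if they took up acinar RNA as that set did. Most cells of the set were chondrocyte-like and no periosteal reference was measured, so the test cannot exclude them. Stroma of another tissue mixed into the young control library may explain these clusters. The visceral list gave 0 UMIs in young SSPC-like cells, which allows up to 75.6 CPM, below its 223 CPM in the fibroblast-like cells, but its level in periosteal cells was not measured. Their Y-linked part was 0% of 212 sex-linked UMIs (0 to 1.72), against 7.19% (3.50 to 12.8) in young SSPC-like and chondrocyte-like cells, in line with another set of animals or another tissue of 1 pooled mouse. It also lay below the lowest part of the 14 blood clusters, 3.17%. Epithelial-like cells, at 57.1%, differed from them in this part, so 1 set of animals need not be the source of both. Whether some of these cells were periosteal and changed with age stays open.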

How the results depend on the processing

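The alternatives that divided the chondrocyte-like cluster again, left out stromal clusters with over 90% young cells, or left out epithelial-like and acinar-like cells were chosen after seeing the data, and the others before the data were examined. The design gave 28 values, and under the alternatives 162 of the resulting values stayed within their intervals, 35 moved beyond them and 2 reversed, meaning that a ratio whose interval excluded 1 changed side. For 19 single genes, 137 values stayed, 20 moved and 1 reversed. Ratios whose interval included 1 also changed side, namely the hallmark Notch list for age at both other resolutions and for genotype after thinning, Ebf3 for age at resolution 0.4, and Ebf3 for both comparisons without integration. No paired analysis was possible because each group had 1 library and the labels pair none of them. With single libraries, every interval reflects counting error, and the spread between mice stays unknown.

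All 28 design values stayed within their intervals when Scrublet doublets were removed, from 231 to 250 cells per library. The removed cells were 1.64%, 2.61% and 2.55% of the libraries against expected doublet rates of 12.2%, 7.07% and 7.55%, so doublets that were not called remain untested.

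The stromal resolution decided which cells were named SSPC-like. At a resolution of 0.4, 22 control and 17 cKO cells of this class joined the mural-like cluster, so that the SSPC-like share of stromal cells was 11.4% in the middle-aged control and 0% in the cKO. For middle-aged over young, the Notch pathway list then reversed to 1.08, the adipogenic list was 1.15, the osteogenic list 0.108 and Ebf3 0.424, from 5 control cells. At a resolution of 1.2, 65 young mural-like cells joined the SSPC-like cells, whose young share of stromal cells was 16.4%. For middle-aged over young, the Notch pathway list reversed to 1.29, the hallmark Notch list was 1.31 (1.02 at resolution 0.4), the adipogenic list 2.73, the osteogenic list 0.160, Ebf3 2.87, and Gadd45g reversed to 1.16.

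Without integration the early OLC-like share of stromal cells was 78.3% in the young control and 43.8% in the cKO, as 296 young mural-like cells and 43 of the 77 cKO chondrocyte-like cells took that name. The epithelial-like share of all cells was 38.6%, 0.0565% and 0.0636% in the young control, middle-aged control and cKO. Ebf3 was 0.930 for age and 1.02 for genotype. The adipogenic list was 1.24 for age and 0.909 for genotype, and the hallmark Notch list in hematopoietic cells was 0.90. The cause was not tested for the list values.

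With the stricter cell filter the early OLC-like share of young stromal cells was 14.3%, and the epithelial-like share was 50.5% in the young and 1.96% in the middle-aged control. With outcome genes among the clustering features, the early OLC-like share was 35.7%, 22.7% and 78.6% in the young control, middle-aged control and cKO, and the epithelial-like share was 38.4% and 1.92% in the young and middle-aged control. The cause was not tested for the epithelial-like shares.

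When the chondrocyte-like cluster was divided again, the early OLC-like share in the cKO was 41.1% and the late OLC-like share in the young control 4.80%, because 37 cKO and 30 young cells of the cluster took these names. Leaving out stromal clusters with over 90% young cells gave a young stromal share of all cells of 0.775% and a young SSPC-like share of stromal cells of 30.5%. Leaving out epithelial-like and acinar-like cells gave a young stromal share of 6.53%. The shifts under the last 2 alternatives follow from the cells left out.

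Thinning cells to 1000 UMIs took the hallmark Notch list in SSPC-like cells to 1.2 for genotype and to 0.922 in hematopoietic cells for age. That hematopoietic value was 0.910 without mitochondrial, ribosomal protein and hemoglobin genes and 0.853 as a mean of cell fractions. The cause was not tested.

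The 6 results for SSPC-like cells, cKO over control, had no value at resolution 0.4, because the cKO then had 0 such cells. Dll4 had no value under the stricter filter (0 young UMIs), with outcome genes kept (no endothelial-like cells) or after thinning (0 UMIs in both groups). Depth limited Dll4, with at most 2 UMIs in the endothelial-like cells of a library. It also limited Ncstn in SSPC-like cells, where 7 UMIs against 0 gave an interval that included 1. Under the 8 alternatives with a value the upper bound of Ncstn ran from 1.03 to 3.28.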

Other observations

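In this part the tests of stromal yield, of the dissociation response of SSPC-like cells, of a single Fbxw2 cell, of epithelial markers in middle-aged cells, of acinar RNA in macrophage-like cells and of the mix of blood classes were chosen only after the result was seen.

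The adipogenic list was lower in cKO than in control SSPC-like cells, at a ratio of 0.763. A library-wide difference in the response to dissociation was argued against, because the dissociation response list had a ratio of 0.951 (0.943 to 0.958) in hematopoietic cells, and 1.37 (1.19 to 1.60) in chondrocyte-like cells. Within SSPC-like cells that list had a ratio of 0.398 (0.350 to 0.451). A lower dissociation response of the cKO SSPC-like cells and a change of adipogenic genes by the deletion cannot be told apart, since both would follow the library, and Junb of the adipogenic list is, like Fos, an early response gene. The genotype stays open as a cause and was not tested.

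For Ncstn, with 0 UMIs in cKO and 7 in control SSPC-like cells, a library-wide difference in its counting was tested in hematopoietic cells, where the ratio was 0.896 (0.789 to 1.02). That ratio lies inside the interval of the SSPC-like ratio, from 0 to 1.04, so a lower count of Ncstn throughout the cKO library and its deletion cannot be told apart at this depth.

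Ebf3 had a ratio of 1.24 between middle-aged and young SSPC-like cells. Dilution of the young cells by free RNA of epithelial-like cells was argued against, because 0% (0 to 2.46) of their UMIs were of epithelial-like origin by their markers. Age and other differences between these libraries stay open.

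Few chondrocyte-like cells were seen in the middle-aged control, with 9 cells against 77 in the cKO, of which 5 and 32 kept the name without integration. A lower yield of all stroma in that library was argued against as the whole cause, because the SSPC-like share of all cells had a ratio of 1.70 for control over cKO (0.891 to 3.32), an interval that excludes the chondrocyte-like ratio of 0.125 (0.0550 to 0.249). A difference in how much bone surface or growth plate entered each digest, age and genotype stay open, and none of these was tested.

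For Fbxw2, at 61 UMIs against 1, a single cell holding most UMIs of the gene may be the source, as 1 cKO cell held 61 of the 61 UMIs. No biological explanation was tested for it.

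The few epithelial-like cells of the middle-aged libraries were weighed against molecules of the young library read under its barcodes. With integration, 129 and 133 middle-aged cells took this name, of which only 1 and 2 kept it without integration. The others then took blood class names, mostly B lineage-like (52 and 87) and hematopoietic progenitor-like (49 and 32). The 129 and 133 cells held epithelial markers at only 8.30 CPM (3.8 to 15.8) in the control and 9.24 CPM (4.92 to 15.8) in the cKO. The young epithelial-like cells held 3782 CPM, which argues against that source and leaves the name of the middle-aged cells in doubt. The 5 and 6 middle-aged cells named so without integration held 1 epithelial marker UMI in each library, so that the absence of young epithelial-like barcodes among them tells nothing more. No biological explanation was tested for them.

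A macrophage-like cluster with Arg1 and Mmp12 held 978 young cells, 135 middle-aged control cells and 127 cKO cells, or 6.42%, 1.53% and 1.35% of all cells. Without integration the cluster with these 2 genes held 801, 6 and 1 cells. Arg1 gave 1407 CPM in the young cells, 3.17 CPM in the middle-aged control cells and 0 in the cKO cells. The Y-linked part of sex-linked UMIs was 3.49% (1.97 to 5.69) in the young cells of this cluster and 36.7% (26.1 to 48.3) in the other young monocyte-like or macrophage-like cells. Cells of other animals and cells of the pooled mice cannot be told apart by it, because young B lineage-like cells, which all libraries shared, had a Y-linked part of 7.86%. An acinar UMI was seen in 14.8% (12.7 to 17.2) of the young cells of this cluster and in 5.19% (3.10 to 8.07) of the other young monocyte-like or macrophage-like cells, so cells of a tissue mixed into that library are a candidate source. The young cells held 503 CPM of the acinar genes (454 to 554), with 160 of the 398 UMIs in 3 cells, and 51.8 CPM of the visceral mesenchyme genes (37.2 to 70.2), against 33.7 and 0 CPM in those other cells. Age stays open and was not tested.

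The Y-linked part of the sex-linked UMIs of hematopoietic cells was 17.5% (16.3 to 18.7) in the young control, 32.6% (31.3 to 34.0) in the middle-aged control and 49.7% (48.3 to 51.1) in the cKO. A different mix of hematopoietic classes was argued against as the cause, because B lineage-like cells alone gave 7.86% (6.67 to 9.19), 26.3% (23.8 to 29.0) and 49.9% (47.5 to 52.4). Libraries that pooled different numbers of male and female mice could give such values. The labels do not state the sex of the mice, and this stays untested. A difference in sex would follow both comparisons, so no ratio for age or genotype here can be told apart from it. The paper reports a more pronounced gain in bone mass in female than in male cKO mice.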
